A study of Sus scrofa with 44 samples.

How the data were processed

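The series holds 44 samples from pig, sequenced as input RNA and as RNA immunoprecipitated with an antibody against N6-methyladenosine (m6A), an assay known as MeRIP-seq. Of these, 36 came from the longissimus dorsi, a back muscle, at 33, 40, 50, 60, 70 and 95 days post coitus (E33 to E95), with 3 input and 3 immunoprecipitated samples per stage from rRNA-depleted RNA. The other 8 came from PK15, a pig kidney cell line, with 2 input and 2 immunoprecipitated samples from polyA RNA and as many from rRNA-depleted RNA. Samples were grouped by the stage, cell type, RNA selection and antibody that the labels give, and by no measured value. Per the labels, total RNA was extracted with Trizol and treated with DNaseI, and paired-end libraries were sequenced on an Illumina HiSeq instrument.

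The deposited expression files hold TPM computed by the authors, named as such in the file headers, with 1 file per input library of muscle and 22427 Ensembl pig genes per file. Every file sums to 1000000 TPM, so the sequencing depth of each library is unknown, and no counting interval can be given for an expression value. The number of libraries and the spread between them set the precision. The deposited peak lists give, per the file headers, a fold enrichment per peak from the authors' peak caller. A further column of the deposited lists holds the caller's p-value per peak, read as a p-value because its log10 equals the column of log10 p-values beside it. The labels and headers do not state the quantification program, the peak caller, its threshold, the genome build or whether replicates were pooled before peak calling. There is 1 peak list for each of the 6 stages and for each of the 2 PK15 preparations, so peak numbers, fold enrichments and overlaps have no replicates. Expression of PK15 cells and values per immunoprecipitated sample were not analysed here, since the expression files and peak lists used do not give them.

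Expression was compared on log2(TPM + 1) with limma 3.58.1 in R 4.3.3, for the 13334 genes with a mean of at least 1 TPM over the 18 input libraries. The model had 1 mean per stage, fitted to all 18 libraries (12 residual degrees of freedom), with empirical Bayes moderation along the mean-variance trend. The moderated F test compared the 6 stage means, and two-sided moderated tests compared each pair of consecutive stages and E95 with E33. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested. The labels do not say which libraries come from the same litter, run or date, so no batch term was fitted. Gene symbols came from a table pairing Ensembl identifiers with symbols, which gave a symbol for 10753 of the genes tested.

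A list of 22 genes for writers, erasers and readers of m6A and a list of 23 myogenic genes were written down from general knowledge, independently of these samples. The named genes are the members of both lists. Added to them are the genes with the largest changes among those that have a symbol, an adjusted p under 0.05 and all 3 libraries of one stage outside the range of the other. The rule took 3 in each direction for E95 against E33 and 1 in each direction for each consecutive pair, and for each peak list the peak with the highest fold enrichment that has a symbol. The groups, the tests, both lists, the rule and the first of the alternatives given further on were fixed before the data were examined.

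The RefSeq genome and annotation of Sscrofa11.1 were compared with the peak lists. Of the junctions between peak blocks, 80.7% to 91.0% per list fell exactly at RefSeq introns, 92.2% to 95.9% of the peaks with a shared symbol lay at the same gene, and 0 peaks ran past a chromosome end. Peaks were overlapped with bedtools 2.31.1 over their exon blocks, by at least 1 base. A duplicate entry was dropped from the list of PK15 polyA peaks. Each peak on an assembled chromosome was placed by its midpoint in the transcripts of 19563 RefSeq coding genes as near the stop codon (within 200 bases along the transcript), 5' UTR, CDS, 3' UTR, another RefSeq exon, intron or outside genes, with Wilson 95% confidence intervals. These intervals cover counting error only. The density of DRACH, the sequence context of m6A, in the exonic sequence of peaks was divided by its density in the remaining exonic sequence of the same transcripts, and the same was done for the reversed motif. Intervals for these ratios came from 500 bootstrap draws.

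For genes with and without a peak, the difference of the median log2(TPM + 1) was taken in each input library. For genes that gained or lost a peak between consecutive stages, the difference of the median log2 change was tested with 100000 two-sided permutations of the gene labels, among genes with a mean of at least 1 TPM in both stages, and adjusted with Benjamini-Hochberg over the 5 pairs. Genes are not independent replicates, and this test is across genes. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, pysam 0.24.0, statsmodels 0.14.6, numba 0.67.0 and matplotlib 3.10.9, and sequence matches came from blastn 2.17.0.

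The alternatives fixed in advance were a pseudocount of 0.1, no filter on low values, no mean-variance trend, the replicate number as a block, each library left out in turn, only the libraries of the 2 stages compared, quantile normalization, and scaling of each library by the median of its ratios to the gene geometric means. For peaks they were a reciprocal overlap of at least 50%, the part of each list above its median fold, the same number of top-ranked peaks from every list, genes of at least 5 TPM, the share of a peak's bases in place of its midpoint, and permutation within 10 classes of expression. Alternatives chosen after seeing the data rescaled TPM without the 2 most abundant genes, left out both libraries in which 1 gene holds more than 10% of the TPM, combined the median-ratio scaling with this omission, with the replicate block or with leaving out 1 library, and computed DRACH ratios within position classes. Because a few genes hold most of the TPM, values as deposited and values after median-ratio scaling are given side by side. Scaling assumes that most genes do not change, which these files cannot show.

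The limma model was tested on simulated data of the same size, with 200 of 13334 genes changed. For E95 against E33 it recovered 55% of the genes changed by 2 on the log2 scale and 1% of those changed by 1 with values as deposited, and 95% and 78% after scaling, and 0% and 5.98% of the calls were false. For E95 against E70, 1.43% of the calls as deposited and 9.04% after scaling were false. It made no calls between simulated stages without a difference. The noise was drawn for each gene on its own, so no simulated library had an offset shared by its genes. Libraries as deposited had such offsets, with median log2 ratios to the gene geometric means of 1.02 (E33 replicate 2) and -1.71 (E50 replicate 3). The simulated rates of false calls therefore do not cover values as deposited. The permutation test gave p under 0.05 in 5.5% of simulated draws without a difference, and 99.9% of simulated peaks were placed in their class.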

Results

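MeRIP-seq of pig prenatal skeletal muscle covered 6 stages from 33 to 95 days post coitus, and the series was designed to follow m6A in muscle formation before birth. Values of TPM were available for 3 input libraries per stage (18 in all) and 1 peak list was available per stage. A further pair of peak lists came from PK15, a pig kidney cell line, with polyA RNA and with rRNA-depleted RNA. The expression values summed to 1000000 TPM in every library, so the depth behind them is unknown. Between 8691 and 13912 genes reached 1 TPM in a library. Spearman correlations across genes between libraries of the same stage ran from 0.876 to 0.924, and genes are not independent replicates.

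A single gene, ENSSSCG00000032395, which has no symbol, held 37.4% to 72.4% of the TPM of a library. Its share averaged 45.9% ± 11.8 at E33, 56.3% ± 8.03 at E40, 63.8% ± 9.50 at E50, 54.6% ± 4.42 at E60, 57.8% ± 3.71 at E70 and 64.4% ± 3.43 at E95 (SD, n = 3 each). Another gene without a symbol, ENSSSCG00000032599, held 17.3% of the TPM in E40 replicate 2 and 14.4% in E50 replicate 3. In the other 16 libraries it held 0.227% to 1.19%. Both genes were singled out after their values were seen. All remaining genes together held 13.2% of the TPM in E50 replicate 3 and 62.2% in E33 replicate 2. The median log2 change of all genes tested between E33 and E95 was -1.02 with values as deposited and 0.00 after median-ratio scaling, so changes are given with both values.

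**Figure D1:**
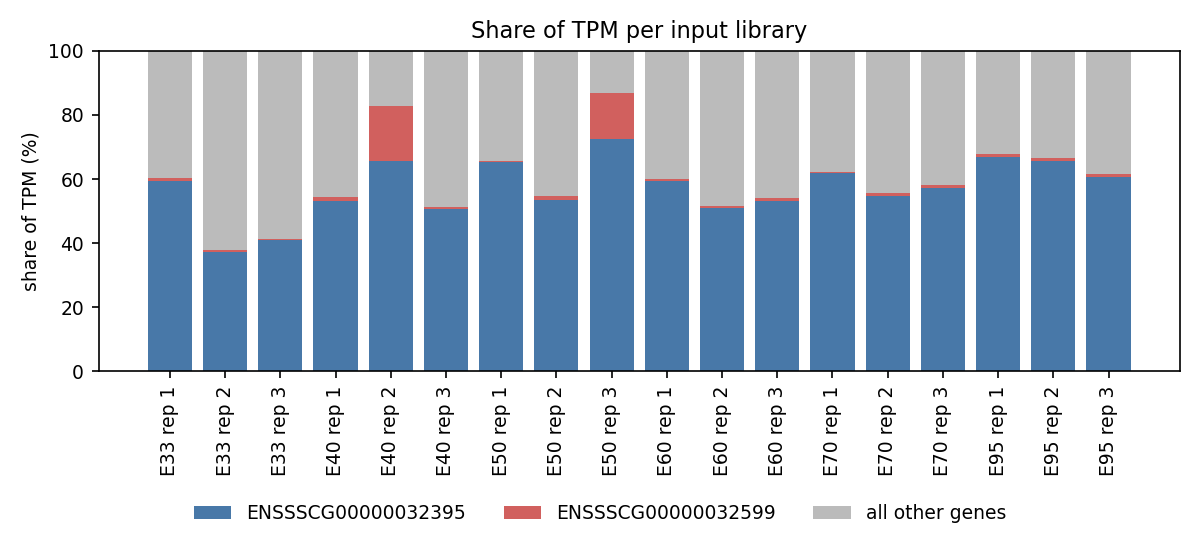
Share of the TPM (%) held by the 2 most abundant genes and by all other genes in each of the 18 input libraries of muscle. ENSSSCG00000032395 held 37.4% to 72.4%, and ENSSSCG00000032599 was above 10% only in E40 replicate 2 (17.3%) and E50 replicate 3 (14.4%).

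In a principal component analysis of log2(TPM + 1) as deposited, the first component held 50.0% of the variance and the second 12.5%. E40 replicate 2 and E50 replicate 3 lay outside the range of the other 16 libraries on the first component. After median-ratio scaling the first component held 29.8% and the second 11.2%, and 0 of these 2 libraries lay outside that range.

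**Figure D2:**
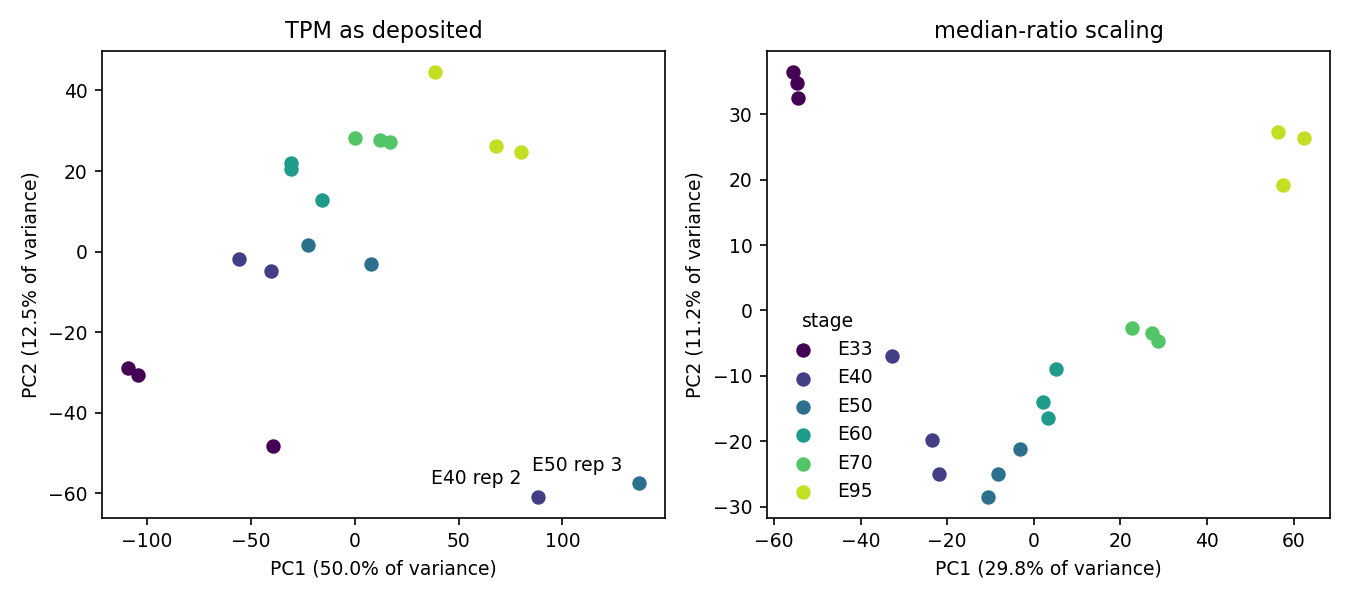
First and second principal components of log2(TPM + 1) for the 18 input libraries, coloured by stage, with values as deposited (left) and after median-ratio scaling (right). The first component held 50.0% of the variance on the left, where E40 replicate 2 and E50 replicate 3 lie apart, and 29.8% on the right.

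The first question was how far expression differs among the 6 stages. The moderated F test of limma called 2680 of 13334 genes at an adjusted p under 0.05 with values as deposited and 6312 after scaling, of which 2284 were in both sets. Leaving out both libraries with more than 10% of their TPM in ENSSSCG00000032599 moved the count most, to 9558. Single libraries also decided it. The count was 1228 without E33 replicate 3, 1289 without E33 replicate 2, 1674 without E95 replicate 1 and 1624 without E95 replicate 2, and it was 6145 without E40 replicate 2 and 4438 without E50 replicate 3.

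Between the first and the last stage, E95 against E33, 6461 genes were called as deposited, 352 higher and 6109 lower at E95 (5.45% higher). After scaling 6228 genes were called, 3155 higher and 3073 lower (50.7% higher), and 3420 genes were called both ways. The median standard error of a log2 change was 0.44 as deposited and 0.16 after scaling. Without both libraries high in ENSSSCG00000032599 the count as deposited was 10093. Among fits without 1 of the 6 libraries of E33 and E95, the highest count was 7177. The count fell to 3456 (E33 replicate 2), 3578 (E33 replicate 3), 3606 (E95 replicate 2) and 4051 (E95 replicate 1).

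The largest rises with a symbol in E95 against E33 were those of MYO3B, TMOD4 and CKM. MYO3B (ENSSSCG00000032177, RefSeq chromosome 15, 76432429 to 76855443) averaged 0.193 TPM ± 0.0585 at E33 and 99.3 TPM ± 24.3 at E95 (SD, n = 3 each), a log2 change of 6.37 (SE 0.29, limma adjusted p 1.84e-11) and of 7.0 after scaling. Its values were 0.0467 to 0.236 TPM in all 12 libraries from E33 to E60 and between 84.5 and 166 TPM in all 6 from E70 and E95. Whether the authors processed the libraries of E33 to E60 and those of E70 and E95 alike is not stated. This limits the rise of MYO3B and that of TMOD4 between E60 and E70. CKM (ENSSSCG00000036132, chromosome 6, 51704021 to 51716935) rose from 11.3 TPM ± 4.60 to 722 TPM ± 85.4, a log2 change of 5.95 (SE 0.51, limma adjusted p 1.53e-07) and of 7.16 after scaling. TMOD4 (ENSSSCG00000006631, chromosome 4, 98074380 to 98079346) was listed at 0 or 1e-06 TPM in the E33 libraries and at 57.5, 66.8 and 83.0 TPM at E95, with a limma adjusted p of 4.25e-09.

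The largest falls with a symbol were those of HBZ, NEFL and CKB. HBZ (ENSSSCG00000007975, chromosome 3, 41490758 to 41492883) was at 120, 146 and 404 TPM in the E33 libraries, and at E95 it was at 4.04 TPM in replicate 1 and listed at 0 in both others (limma adjusted p 2.95e-06). NEFL (ENSSSCG00000009649, chromosome 14, 8991321 to 8996900) fell from 181 TPM ± 60.6 to 2.23 TPM ± 0.345, a log2 change of -5.76 (SE 0.55, limma adjusted p 5.60e-07) and of -4.62 after scaling. CKB (ENSSSCG00000021220), for which RefSeq gave no position under that symbol, fell from 284 TPM ± 67.3 to 4.92 TPM ± 2.40, a log2 change of -5.64 (SE 0.51, limma adjusted p 2.90e-07) and of -4.44 after scaling. The fall of HBZ lay between E33 and E40, where it was also the largest fall with a symbol (limma adjusted p 4.06e-05).

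Consecutive stages were compared to place the changes in time. From E33 to E40, 649 genes were called as deposited, 28 higher and 621 lower (4.31% higher), and 2790 after scaling, 1330 higher and 1460 lower (47.7% higher), with 559 in both sets. The count as deposited was 227 without E33 replicate 3, 231 without E33 replicate 2 and 329 without E40 replicate 2, and it was 95 with only the 6 libraries of both stages in the fit. SOX18 (ENSSSCG00000037865, chromosome 17, 62869868 to 62871758) was the largest rise with a symbol. It was listed at 0 in the 3 E33 libraries and at 7.21 to 31.2 TPM in those of E40 (limma adjusted p 0.00155). However, it was also listed at 0 in E50 replicate 2.

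From E40 to E50 a single gene was called as deposited, with 367 at an unadjusted p under 0.05, and 203 after scaling (130 higher, 73 lower). The gene was TMEM238 (ENSSSCG00000035417, chromosome 6, 59551569 to 59556013), at 11.6 to 24.3 TPM at E40, listed at 0 in all 3 E50 libraries and at 16.1 to 29.6 TPM at E60. It was also the largest rise with a symbol from E50 to E60. The limma adjusted p was 2.65e-05 for the fall and 6.75e-06 for the rise, and the fall was not called with only the libraries of E40 and E50 in the fit, where 0 genes were called and 225 had an unadjusted p under 0.05. Both 367 and 225 are a share under 0.05 of the 13334 genes tested, fewer than p-values without any difference would give. Neither is therefore a sign of further changed genes. The count from E40 to E50 was 7 without E40 replicate 2 and 3 without E40 replicate 3. It was 2 without E50 replicate 1 or without E50 replicate 2. The count after scaling was 57 without E50 replicate 1, 65 without E50 replicate 3, 91 without E40 replicate 3, 98 without E40 replicate 1, 102 without E40 replicate 2, 383 without E50 replicate 2 and 39 without both libraries high in ENSSSCG00000032599. With TPM rescaled without the 2 most abundant genes, 40 genes were higher and 65 lower.

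From E50 to E60, 8 genes were called as deposited, all higher at E60, with 1924 at an unadjusted p under 0.05, and 109 after scaling (73 higher, 36 lower), with 7 in both sets. From E60 to E70 the counts were 11 as deposited (6 higher, 5 lower; 54.5% higher) and 231 after scaling (156 higher, 75 lower; 67.5% higher). With TPM rescaled without the 2 most abundant genes the balance was the opposite, 49 higher and 328 lower, and with only the 6 libraries of both stages in the fit 17 were higher and 50 lower. At an unadjusted p under 0.05 there were 385 genes as deposited, again fewer than p-values without any difference would give. All 11 called genes were also called after scaling. Without E60 replicate 3 the count from E60 to E70 was 7. MYO3B had the largest rise with a symbol, from 0.158 TPM ± 0.0121 to 134 TPM ± 28.9 (SD, n = 3 each). Its log2 change was 6.84 (SE 0.29, limma adjusted p 4.56e-12) and 6.86 after scaling. SCNM1 (ENSSSCG00000006632, chromosome 4, 98079844 to 98082374), which lies next to TMOD4 on the other strand, had the largest fall with a symbol. It was at 9.88 to 14.3 TPM at E60 and listed at 0 in all 6 libraries of E70 and E95 (limma adjusted p 0.000112).

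From E70 to E95, 38 genes were called as deposited (10 higher, 28 lower; 26.3% higher), with 1064 at an unadjusted p under 0.05, and 1809 after scaling (912 higher, 897 lower; 50.4% higher). With TPM rescaled without the 2 most abundant genes 294 were higher and 2150 lower. Each of the 6 libraries of E70 and E95 left out in turn lowered the count as deposited. The extremes were 10 without E70 replicate 3 and 19 without E95 replicate 2. No library of another stage was left out alone for this count. Without both libraries high in ENSSSCG00000032599 it was 1908. JUNB (ENSSSCG00000013735, chromosome 2, 66214086 to 66219435) had the largest rise with a symbol. It was listed at 0 in the 3 E70 libraries and at 21.2, 33.4 and 27.0 TPM at E95 (limma adjusted p 0.00424). It was also listed at 0 in every library from E33 to E50 and at 23.4 TPM in E60 replicate 2. CKB had the largest fall with a symbol, from 71.9 TPM ± 7.72 to 4.92 TPM ± 2.40 (SD, n = 3 each). Its log2 change was -3.69 (SE 0.51, limma adjusted p 0.00176) and -3.21 after scaling.

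The genes that write, erase or bind m6A were compared because the series asks about its regulation. Of 22 genes in the list, 21 were matched by symbol (HNRNPC was not) and all 21 were tested. In E95 against E33, 12 were called as deposited, and 13 when adjusted over the list alone. All 12 were lower at E95, with a median log2 change of the list of -1.17 against -1.02 for all genes. After scaling 9 were called (9 adjusted over the list alone), 4 higher and 5 lower, with a median of -0.05. The balance depended on the scaling. Quantile normalization gave 2 higher and 7 lower, and TPM rescaled without the 2 most abundant genes gave 0 higher and 17 lower. The count as deposited was 4 without E33 replicate 2, without E95 replicate 1 or without E95 replicate 2, and 5 without E33 replicate 3. Without both libraries high in ENSSSCG00000032599 it was 20.

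IGF2BP1 (ENSSSCG00000023128, chromosome 12, 25196955 to 25244660) changed most, from 37.7 TPM ± 10.1 at E33 to 0.422 TPM ± 0.241 at E95 (SD, n = 3 each). Its log2 change was -4.74 (SE 0.40, limma adjusted p 1.23e-07) as deposited and -3.87 (SE 0.15, limma adjusted p 1.43e-10) after scaling. IGF2BP2 (ENSSSCG00000011795, chromosome 13, 123485619 to 123650050) fell from 37.4 TPM ± 10.6 to 5.14 TPM ± 2.16, a log2 change of -2.66 and of -1.49 after scaling. IGF2BP3 (ENSSSCG00000036695, chromosome 9, 92104786 to 92272264) fell from 20.5 TPM ± 6.28 to 3.22 TPM ± 1.23, a log2 change of -2.34 and of -1.23 after scaling. RBM15B (ENSSSCG00000011420, chromosome 13, 33664387 to 33671047) fell from 249 TPM ± 66.9 to 51.2 TPM ± 7.85, a log2 change of -2.23 and of -0.97 after scaling. These 4 genes and FTO (-1.26 as deposited, -0.24 after scaling) were the 5 called lower after scaling. The call of FTO as deposited was lost without E33 replicate 2 or 3 and without E95 replicate 1 or 2.

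VIRMA, ALKBH5, YTHDC1 and YTHDC2 were not called as deposited, with log2 changes of -0.68, -0.80, -0.82 and -0.43, and were called higher after scaling, with 0.49, 0.40, 0.33 and 0.54. The limma adjusted p after scaling was 0.000951 for VIRMA, 0.0314 for ALKBH5, 0.0367 for YTHDC1 and 0.000726 for YTHDC2. The methyltransferase genes METTL3 and METTL14 had log2 changes of -1.04 and -1.17 as deposited (limma adjusted p 0.0824 and 0.0340) and of 0.11 and -0.07 after scaling (limma adjusted p 0.469 and 0.654). The call of METTL14 as deposited was lost without E33 replicate 2 or 3 and without E95 replicate 1 or 2.

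**Figure D3:**
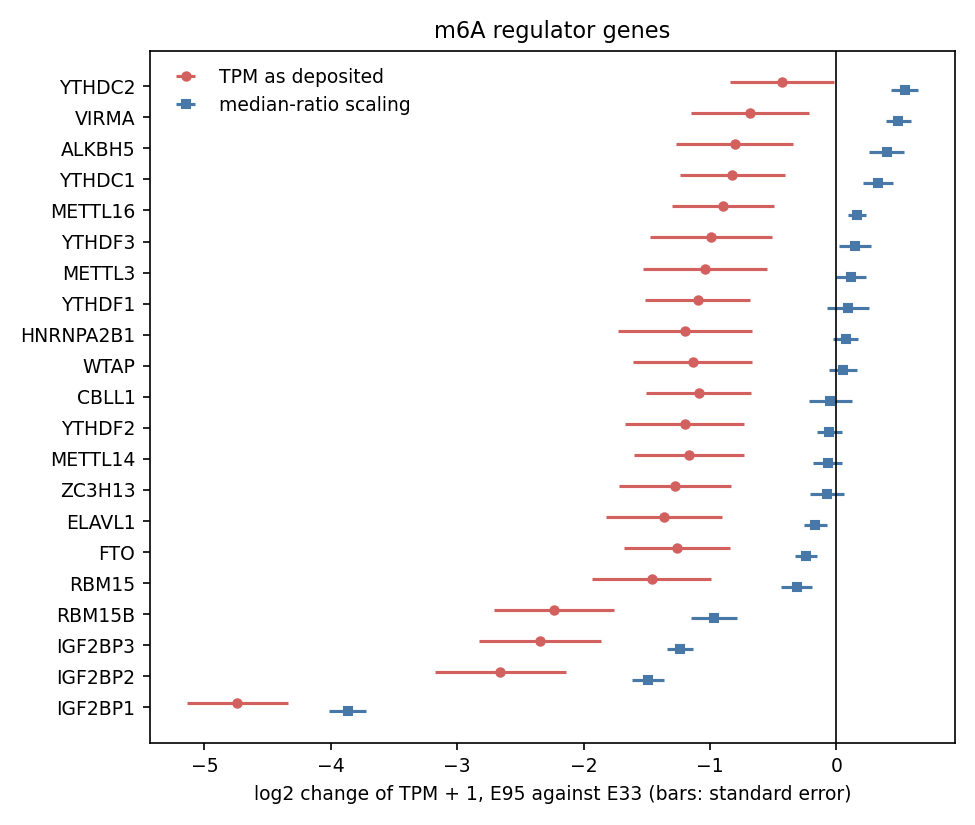
Log2 change of TPM + 1 in E95 against E33 for the 21 m6A regulator genes tested, as deposited (circles) and after median-ratio scaling (squares), with standard errors as bars and 3 libraries per stage. IGF2BP1 lies lowest at -4.74 and -3.87, all 21 genes lie below 0 as deposited, and 10 lie above 0 after scaling.

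The myogenic genes were compared to describe the tissue over time. Of 23 genes in the list, 17 were matched (MYMX, IGF2, MYH1, MYH2, MYH4 and MYH7 were not), and 16 were tested, since PAX3 averaged 0.223 TPM. In E95 against E33, 10 were called as deposited (11 adjusted over the list alone), 6 higher and 4 lower, and 13 after scaling (14 adjusted over the list alone), 10 higher and 3 lower. CKM, TNNI2, TNNT3, ACTA1, DES and MYH8 were higher both ways. TNNI2 (ENSSSCG00000033260, chromosome 2, 1251566 to 1253883) rose from 301 TPM ± 105 to 4649.6 TPM ± 784 (SD, n = 3 each), a log2 change of 4.0 (SE 0.47, limma adjusted p 4.73e-06) and of 5.27 after scaling. ACTA1 had log2 changes of 2.68 and 3.95, TNNT3 of 3.02 and 4.29, and DES of 2.08 and 3.35, as deposited and after scaling.

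MYF5 was lower both ways, with a log2 change of -2.58 (SE 0.47, limma adjusted p 0.000352) as deposited and -1.34 after scaling. MYMK was also lower both ways, at -1.74 and -0.50. MYOG was called lower as deposited (-1.32, SE 0.51, limma adjusted p 0.0401) and not after scaling (-0.06, limma adjusted p 0.793), and its call as deposited was lost when any 1 of 5 of the 6 libraries compared was left out. MYH3 had a log2 change of -2.34 as deposited and -1.06 after scaling, and MYH8 of 2.00 and 3.28. These are paralogs, and how the authors assigned reads shared between them is not stated.

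Peaks of m6A were counted per stage, with 1 list per stage and so without replicates. There were 8685 peaks in 4767 genes at E33, 4928 in 3047 genes at E40, 7058 in 4151 at E50, 7545 in 4278 at E60, 8499 in 4702 at E70 and 8109 in 4598 at E95. With the part of each list above its median fold, the numbers of genes were 3042, 1862, 2563, 2703, 2971 and 2888. The median fold enrichment per list lay between 3.51 (E33) and 4.88 (E50). Of genes with a mean of at least 1 TPM in a stage, 22.9% (E40) to 37.5% (E95) had a peak in it. A gene had a peak in any stage in 6341 cases, in all 6 stages in 2465 (38.9%) and in 1 stage only in 1203 (19.0%).

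The peak with the highest fold enrichment that had a symbol lay in CDH5 at E33 (fold 33.0, chromosome 6, 27140466 to 27140736, near the stop codon). It lay in ARHGAP23 at E40 (fold 38.7, chromosome 12, 23582365 to 23582635, CDS). At E50 it lay in FBXL22 (fold 49.9, chromosome 1, 108409021 to 108409199) and at E60 in TENT5C (fold 39.4, chromosome 4, 103136234 to 103136474), both near the stop codon. At E70 it lay in BTBD7 (fold 56.0, chromosome 7, 114621971 to 114622360, CDS) and at E95 in TRAF6 (fold 57.9, chromosome 2, 24622215 to 24622514, near the stop codon).

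Of the 21 regulator genes matched, 17 had a peak in at least 1 stage and 12 in all 6. METTL3, METTL14, YTHDC2 and IGF2BP3 had none in any stage. In PK15, METTL3, METTL14 and IGF2BP3 had a peak with polyA RNA and none with rRNA-depleted RNA, the selection used for muscle. YTHDC2 had none with either. The lack of a peak in muscle thus cannot show a lack of m6A on these transcripts. IGF2BP1 had peaks at E33, E40 and E50 and none later. Its mean TPM was 5.67 at E50 and 6.29 at E60 as deposited, and 7.27 and 4.90 after scaling. FTO, ALKBH5, RBM15 and RBM15B had peaks in all 6 stages. Of the 17 myogenic genes matched, 14 had a peak in at least 1 stage and 7 in all 6, among them MYOG, MEF2C, DES and TNNI2.

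How far the methylated genes differ between stages was asked by comparing the lists. Among genes of at least 1 TPM in both stages, 61.6% of the genes with a peak at E33 had one at E40, 94.5% of those at E40 had one at E50, 85.8% of those at E50 had one at E60, 89.2% of those at E60 had one at E70 and 84.7% of those at E70 had one at E95. The shared genes were 2.20 to 2.83 times as many as the set sizes gave by chance, a chance value that takes no account of expression. For non-consecutive stages the ratio was 2.10 to 2.73. Among genes of at least 5 TPM it was 1.71 to 2.05 for consecutive and 1.66 to 2.02 for non-consecutive stages. The Jaccard index was 0.596 to 0.744 for consecutive and 0.586 to 0.728 for non-consecutive pairs. With the same number of top-ranked peaks from every list, the share at E40 of the E33 genes was 67.9% and the share at E50 of the E40 genes 76.8%. By position, 49.8% of E33 peaks overlapped an E40 peak, 91.1% of E40 peaks an E50 peak, 78.7% of E50 peaks an E60 peak, 84.0% of E60 peaks an E70 peak and 73.7% of E70 peaks an E95 peak.

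Expression was compared between genes with and without a peak in the same stage. The difference of the median log2(TPM + 1) was 1.38 ± 0.04 at E33, 1.13 ± 0.07 at E40, 0.89 ± 0.08 at E50, 1.22 ± 0.05 at E60, 1.04 ± 0.01 at E70 and 0.86 ± 0.05 at E95 (SD, n = 3 libraries each). It was above 0 in all 18 libraries, and it exceeded the spread between them. The comparison is across genes and the detection of a peak depends on expression, so it is a description only. At E33, 3.65% of the genes in the lowest of 10 classes of expression had a peak and 62.4% of those in the highest. Among genes of at least 5 TPM the difference was smaller, between 0.19 (E95) and 0.64 (E33).

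Whether a gained or lost peak goes with a change in expression was asked for the 5 consecutive pairs. From E33 to E40, the median log2 change of the 154 genes that gained a peak was -0.46 and that of the 1769 genes that lost one was -0.73, a difference of 0.26 (permutation adjusted p 1.67e-05). The difference was 0.08 from E60 to E70 and 0.15 from E70 to E95, with the same adjusted p. The unadjusted permutation p of each of these 3 was 1e-05, the smallest that 100000 permutations can give. The difference was 0.01 from E40 to E50 (permutation adjusted p 0.527) and 0.03 from E50 to E60 (permutation adjusted p 0.0996), which did not pass the threshold. The differences were 0.26 to 0.28, 0.06 to 0.08 and 0.15 to 0.17 over the fits that each left out 1 of the 6 libraries of the 3 pairs past it. They depended on the peaks admitted. With the part of each list above its median fold they were 0.01, 0.03 and -0.01, and none passed the threshold (permutation adjusted p 0.764, 0.326 and 0.764). With the same number of top-ranked peaks they were 0.04, 0.04 and 0.02, and that from E60 to E70 passed it (permutation adjusted p 0.352, 0.0159 and 0.418).

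Positions were compared with RefSeq transcripts of Sscrofa11.1. At E33, 18.9% of 8550 peak midpoints (Wilson 95% interval 18.1% to 19.7%) lay within 200 bases of the stop codon, 61.0% (60.0% to 62.1%) in the CDS, 9.03% (8.44% to 9.66%) in the 3' UTR and 3.30% (2.94% to 3.70%) in the 5' UTR. The same transcripts held 7.80% of their bases near the stop codon, 45.6% in the CDS, 35% in the 3' UTR and 11.6% in the 5' UTR. The share near the stop codon was 17.3% at E40, 18.6% at E50, 20.9% at E60, 20.2% at E70 and 20% at E95. The part of the E33 list above its median fold moved it most at E33, to 22.3%. The density of DRACH in peaks was 1.21 to 1.29 times that in the remaining exonic sequence of the same transcripts over the 8 lists, against 1.05 to 1.20 for the reversed motif.

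**Figure D4:**
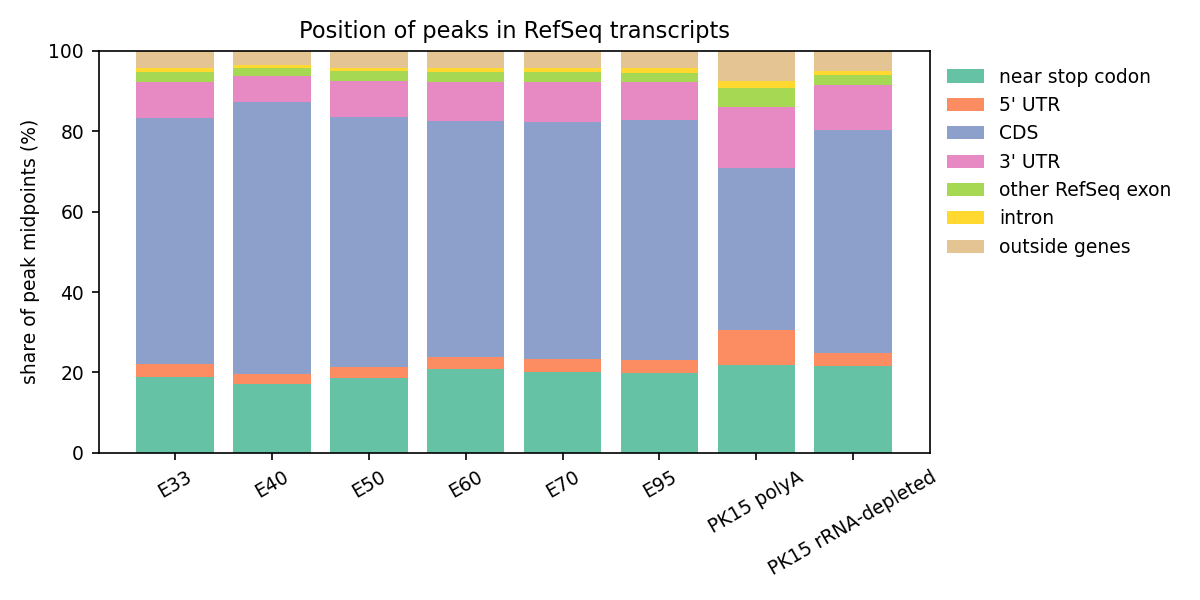
Share (%) of peak midpoints per position class in RefSeq transcripts, for the 6 stages and for PK15 with polyA and rRNA-depleted RNA, 1 list each. The share near the stop codon lies between 17.3% (E40) and 21.8% (PK15 polyA), and the 5' UTR share is 8.81% for PK15 polyA and 2.45% to 3.30% in the other lists.

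The PK15 lists compare MeRIP-seq on polyA RNA with MeRIP-seq on rRNA-depleted RNA in 1 cell line. The polyA list held 16492 peaks in 8479 genes with a median fold of 7.41, and the rRNA-depleted list 9659 peaks in 5333 genes with a median fold of 3.92. Of the rRNA-depleted peaks, 79.6% overlapped a polyA peak, and 41.7% of the polyA peaks overlapped an rRNA-depleted one. A reciprocal overlap of at least 50% moved the first share most, to 39.5%. Of the genes with an rRNA-depleted peak, 92.8% had a polyA peak, and 58.3% the other way round. Ranked by fold into 4 groups of near-equal size, the rRNA-depleted peaks overlapped a polyA peak in 50.6%, 80.1%, 92.1% and 95.8% of cases from the lowest to the highest group. The 5' UTR held 8.81% of 16232 polyA midpoints (Wilson 95% interval 8.38% to 9.26%) and 3.21% of 9503 rRNA-depleted midpoints (2.87% to 3.58%). By the share of the peaks' bases it held 5.75% and 2.70%. The highest fold lay in ZNF865 with polyA RNA (fold 960.0, chromosome 6, 59734656 to 59735286, CDS) and in RBPJ with rRNA-depleted RNA (fold 36.8, chromosome 8, 20162475 to 20162894, near the stop codon). Of the genes with a peak in PK15, 58.5% with polyA RNA and 78.7% with rRNA-depleted RNA also had a peak in a muscle stage.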

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

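Some alternatives were chosen only after the result was seen. They rescaled TPM without the 2 most abundant genes or left out both libraries high in ENSSSCG00000032599. Also chosen then were those that combined the median-ratio scaling with another change or computed DRACH ratios within position classes. All remaining alternatives were set beforehand. Counts are given in the order of the F test, E40 against E33, E50 against E40, E60 against E50, E70 against E60 and E95 against E70. They were 2680, 649, 1, 8, 11 and 38 as deposited, 6312, 2790, 203, 109, 231 and 1809 after median-ratio scaling, 6468, 2928, 198, 119, 269 and 1592 after quantile normalization and 8066, 2568, 105, 111, 377 and 2444 with TPM rescaled without the 2 most abundant genes. For E95 against E33 the count stayed within 1.5 times 6461 under each of these 3, but the share of called genes that were higher at E95 went from 5.45% as deposited to 50.7% after median-ratio scaling, 47.6% after quantile normalization and 14.6% after rescaling. For E40 against E33 the share higher at E40 was 4.31% as deposited and 47.7%, 53.7% and 29.6% under the same 3. After rescaling, the genes higher and lower at the later stage were 40 and 65 for E50 against E40, 99 and 12 for E60 against E50, 49 and 328 for E70 against E60, and 294 and 2150 for E95 against E70. Those of E50 against E40 and E70 against E60 were thus mostly lower, against mostly higher after median-ratio scaling and quantile normalization.

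Leaving out both libraries high in ENSSSCG00000032599 gave 9558, 1532, 7, 15, 49 and 1908 in the same order, 10093 for E95 against E33 and 20 regulator genes in place of 12. With scaling added it gave 6765, 3475, 39, 78, 289 and 2020. The labels number the replicates 1 to 3 in each stage without saying whether equal numbers share an animal, a run or a day. With the replicate number as a block, the counts were 1834, 415, 1, 9, 9 and 33 as deposited, 6008, 2549, 122, 86, 192 and 1705 after scaling, and 5366 as deposited for E95 against E33. The block gave 8 regulator and 9 myogenic genes. Deviations from the stage mean of libraries with the same number correlated between -0.236 and 0.0621 over genes as deposited, so the block is given here alone.

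A pseudocount of 0.1 changed the count to 283 for E40 against E33, 2 for E50 against E40 and 66 for E95 against E70. Without a filter on low values the counts were 1268 for E40 against E33, 2 for E50 against E40, 18 for E70 against E60 and 65 for E95 against E70. With only the libraries of the stages compared, which leaves fewer samples to estimate the spread, they were 95 for E40 against E33, 0 for E50 against E40 (225 at an unadjusted p under 0.05), 67 for E70 against E60 (17 higher, 50 lower) and 1988 for E95 against E70 (116 higher, 1872 lower). Without the mean-variance trend no count moved by more than 1.5 times. For these changes, and for those by scaling, the cause was not tested beyond the omissions given here.

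Over the fits that each left out 1 library, the F test called 1228 to 6145 genes as deposited and 5461 to 6632 after scaling, lowest without E33 replicate 3 and highest without E40 replicate 2 both ways. The ranges were 227 to 948 and 1629 to 3248 for E40 against E33, 1 to 7 and 57 to 383 for E50 against E40, 6 to 11 and 47 to 96 for E60 against E50, and 7 to 12 and 103 to 163 for E70 against E60. They were 10 to 19 and 1244 to 1852 for E95 against E70, and 3456 to 7177 and 5382 to 5769 for E95 against E33. For the regulator genes they were 4 to 14 and 7 to 9, and for the myogenic genes 9 to 10 and 12 to 13. As deposited, E40 against E33 had its fewest without E33 replicate 3 and its most without E40 replicate 3, E50 against E40 its most without E40 replicate 2, E60 against E50 its most without E50 replicate 1 or 2, and E70 against E60 its fewest without E60 replicate 3. E95 against E70 had its fewest without E70 replicate 3, E95 against E33 its fewest without E33 replicate 2, and the regulator genes were fewest without E33 replicate 2, E95 replicate 1 or E95 replicate 2. The ranges narrowed relative to their size after scaling for the F test and for E95 against E33.

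Among the named genes, 15 changed direction in E95 against E33 after median-ratio scaling, from below to above 0 on the log2 scale, with the same values when the block or the omission of both libraries was added: METTL3 0.11, METTL16 0.16, WTAP 0.053, VIRMA 0.49, ALKBH5 0.40, YTHDF1 0.093, YTHDF3 0.15, YTHDC1 0.33, YTHDC2 0.54, HNRNPA2B1 0.072, PAX7 0.12, MYOD1 0.84, MEF2C 1.04, MSTN 0.55 and TNNI1 0.77. After quantile normalization the reversed values were METTL3 0.054, METTL16 0.13, VIRMA 0.40, ALKBH5 0.30, YTHDF1 0.030, YTHDF3 0.086, YTHDC1 0.26, YTHDC2 0.54, PAX7 0.054, MYOD1 0.51, MEF2C 0.85, MSTN 0.43 and TNNI1 0.48. After rescaling without the 2 most abundant genes they were YTHDC2 0.039, MYOD1 0.17, MEF2C 0.38 and TNNI1 0.10. None of the 15 had been called as deposited except YTHDF1. Over all alternatives, 695 values of named genes kept their direction and their side of the threshold, 73 lost their call, 37 gained one and 62 reversed. The changes of IGF2BP1, MYO3B, CKM, NEFL and CKB in E95 against E33 kept their direction and their call under each of the 17 alternatives run for them. None of these bears on whether the authors processed the earlier and later stages alike.

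Peak results moved with the peaks admitted. With the part of each list above its median fold, which by construction holds fewer peaks, the genes with a peak numbered 3042, 1862, 2563, 2703, 2971 and 2888 from E33 to E95. From each stage to the next, the share of genes that kept a peak was 51.3%, 78.5%, 75.9%, 79.2% and 72.8% with that part, 67.9%, 76.8%, 79.5%, 79.4% and 77.7% with the same number of top-ranked peaks and 65.8%, 95.9%, 90.2%, 91.9% and 89.1% among genes of at least 5 TPM. The share of peaks with an overlap was 41.3%, 72.1%, 66.7%, 70.5% and 60.3% with that part, 56.8%, 67.1%, 71.1%, 71.6% and 65.7% with the same number of peaks and 37.4%, 69.8%, 65.5%, 69.6% and 62.1% with a reciprocal overlap of at least 50%. In PK15, 39.5% of rRNA-depleted peaks overlapped a polyA peak with the reciprocal overlap, 70.5% above the median fold and 56.7% with equal numbers. The share of genes was 83.6% and 74.4% in the last 2 settings.

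The difference in expression between genes with and without a peak stayed above 0 at every stage under the alternatives run. From E33 to E95 it was 1.01, 0.95, 0.61, 0.86, 0.69 and 0.48 above the median fold, 1.51, 1.30, 1.08, 1.36, 1.19 and 1.01 with a pseudocount of 0.1 and 0.64, 0.49, 0.24, 0.49, 0.32 and 0.19 among genes of at least 5 TPM. With the same number of top-ranked peaks it was 1.07, 0.68, 0.94, 0.73 and 0.54 at the stages other than E40, whose list is the shortest.

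The differences between genes that gained and lost a peak did not hold up above the median fold, at 0.011 for E40 against E33, 0.026 for E70 against E60 and -0.0079 for E95 against E70, the last with its sign reversed. With the same number of top-ranked peaks, the difference was 0.037 for E40 against E33 and 0.019 for E95 against E70, not past the threshold, while that of E70 against E60 stayed past it at 0.044. The difference for E50 against E40, never past the threshold, reversed to -0.024 above the median fold, -0.016 at 5 TPM, -0.0028 with a pseudocount of 0.1 and -0.0070 after scaling, and ran from -0.0056 to 0.021 over the 6 fits that each left out 1 library. Over such fits the others ran from 0.26 to 0.28 for E40 against E33, 0.0089 to 0.055 for E60 against E50, 0.063 to 0.081 for E70 against E60 and 0.15 to 0.17 for E95 against E70. That of E60 against E50, not past the threshold with all libraries, passed it in 4 of its 6 fits, without E50 replicate 1, E50 replicate 2, E60 replicate 2 or E60 replicate 3. Permutation within 10 classes of expression kept all 5 on their side of the threshold.

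The share of peaks near the stop codon was 16.8% (E33), 15.4% (E40), 16.9% (E50), 18.4% (E60), 17.9% (E70), 18.2% (E95), 20.6% (PK15 polyA) and 19.5% (PK15 rRNA-depleted) by the share of the peak's bases, 22.3% (E33), 19.6% (E40), 22.1% (E50), 24.5% (E60), 23.4% (E70), 22.7% (E95) and 24.1% (PK15 rRNA-depleted) above the median fold, and 21.7% (E33), 20.6% (E50), 23.3% (E60), 23.1% (E70) and 22.6% (E95) with equal numbers. The PK15 polyA list went the other way, from 21.8% to 21.3% above the median fold and 21.4% with equal numbers, both inside its interval. In 5' UTRs, the share of the peak's bases was 5.75% for PK15 polyA and 2.70% for PK15 rRNA-depleted, against 8.81% and 3.21% of midpoints. The DRACH ratio was 1.28 (E33), 1.31 (E50), 1.30 (E60), 1.32 (E70), 1.33 (E95), 1.18 (PK15 polyA) and 1.29 (PK15 rRNA-depleted) above the median fold and 1.27 (E33), 1.29 (E50), 1.29 (E60), 1.31 (E70), 1.32 (E95) and 1.19 (PK15 polyA) with equal numbers. It stayed above 1 in every one of these.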

Other observations

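The tests chosen only after the result was seen were those of the 2 most abundant genes, of the spread over pairs of libraries when abundant genes are left out, of the first principal component, of genes listed at 0 throughout a stage, of both explanations of the gained and lost peaks (by alternatives that had been set beforehand), of DRACH within coding sequence, the steps at stage boundaries and the search for matches of ENSSSCG00000036044, and all counts over other splits of the libraries. The tests of ENSSSCG00000035520 were prompted by its fall to 0, with the predictions of its match in MYO3B and of the ND1 ratio made before those results were seen.

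The median log2 change of all genes in E95 against E33 was -1.02 as deposited. With the 2 most abundant genes left out and TPM rescaled, it was -0.60, and from -0.79 to -0.38 over the 9 pairs of an E33 and an E95 library, which argues against these 2 genes alone as the whole source of the shift. Without the 10 most abundant genes it was -0.43. Without the 100 most abundant it was -0.18, and from -0.33 to -0.015 over the 9 pairs. This spread reaches close to 0, so the 100 most abundant genes as the whole source cannot be told apart from a remaining shift of the other genes. A biological difference between the stages in how much RNA a few genes hold stays open and was not tested.

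The first principal component of values as deposited set E40 replicate 2 and E50 replicate 3 apart, and both lay outside the range of the other 16 libraries. In these 2, the gene ENSSSCG00000032599 held at least 14.4% of the TPM, against 0.227% to 1.19% in the others. Median-ratio scaling removes any offset of a whole library, so the return of both into range with it says nothing about the source. With the 2 most abundant genes left out and TPM rescaled, 0 of the 2 libraries lay outside the range of the others on the first component. This rescaling also removes any offset of all remaining genes in a library, so it does not show the source either. The 2 most abundant genes taking most of the TPM stays open as an explanation. Since TPM sums are fixed, more RNA of these 2 genes and less of all others give the same values. What raised their share in these libraries was not tested, and no biological explanation was tested, since both share their stage with libraries that lack the pattern.

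In the stages, 447 genes were listed at 0 in 1 library and at 5 TPM or more in both others, with 13 to 86 such genes per library. Of these, 12.1% (54 genes) have a symbol and a RefSeq span. Their median span was 3.22 kb, against 25.1 kb for 7633 other genes (permutation p 0.0001, the smallest that 10000 permutations can give), as an effect of gene length would give. The 54 genes are too few to speak for the set, so for the genes without a span an effect of gene length cannot be told apart from other sources. Genes listed at 0 in all 3 libraries of a stage and at 5 TPM or more in all 3 of another stage gave 209 cases, 15 of them with a peak in another stage. In 2 of the 15 there was also a peak in the stage listed at 0, for CDC20 at E95 and ENSSSCG00000014043 at E33. Failed estimates in the authors' quantification and absent transcripts cannot be told apart for these genes, because the peaks may come from immunoprecipitated reads whose numbers were not analysed here.

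Between E60 and E70, MYO3B rose and ENSSSCG00000035520 fell to 0. A step was counted where every library on one side of a stage boundary, over all earlier or all later stages, was at 5 TPM or more and at least 10-fold above every library on the other side, with thresholds set after looking. By this rule 1 gene rose and 1 fell between E60 and E70, 8 fell between E33 and E40, and 1 rose between E70 and E95. Genes that changed for 1 stage only, or were under 5 TPM in any library of the higher side, such as TMEM238 and SCNM1, are outside this rule. The sequence of the peak of ENSSSCG00000035520 (chromosome X, 22068922 to 22069186) had 0 matches in the span of MYO3B, which argues against reads shared between both genes. It had 1 match elsewhere in the genome, in the mitochondrial sequence from 4473 to 4737, at 99.2% identity over 265 bases. The gene was at 434 to 2948 TPM in the 12 libraries from E33 to E60 and at 0 in all 6 from E70 and E95. The match was known when the ratio of the mitochondrial genes ND1 and ND2 was predicted to be higher where the gene is at 0. That ratio was 0.546 to 1.11 in the 12 earlier libraries and 1.19 to 1.69 in the 6 later ones, a narrow gap. A difference in how the authors assigned reads between E33 to E60 and E70 to E95 is therefore a candidate explanation. The search also gave a negative: ENSSSCG00000036044 (chromosome 10, 58075548 to 58076438), at 3.49 to 37.1 TPM in the earlier libraries and 0 in the 6 later ones, had 0 matches elsewhere. SCNM1 was at 3.24 to 15.4 TPM from E33 to E60 and at 0 at E70 and E95, while TMOD4 was at 18.1 TPM or more in the later libraries and at 2.73 TPM or less before, and no test was run on this pair. Such a difference would coincide with the stages, so E70 against E60, E95 against E33 and the F test cannot separate it from a biological change, which stays open and untested. This holds for the rise of MYO3B, the rise of TMOD4 between E60 and E70 and the fall of SCNM1. TMOD4 rose further within the later group, from 18.1 to 19.0 TPM at E70 to 57.5 to 83.0 TPM at E95. A difference between E33 to E60 and E70 to E95 would not by itself give that part of its rise.

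Among the 3649 genes with a peak at E33 and at E50, 879 (24.1%) had none at E40. The share missing was 33.5%, 23.9%, 18.97% and 19.96% from the lowest to the highest of 4 groups by fold at E33. It fell over the lower groups and did not fall further in the highest. The same shares were not computed for another stage, so this fall does not single out E40. Lower sensitivity of the E40 list stays open as an explanation for its fewer peaks. The missing genes in the highest group leave room for other sources, and a biological difference at E40 was not tested. Genes with a peak in 1 stage only had a lower median of the highest fold than genes with a peak in all 6 stages in 4 of the 6 lists, and a higher one at E60 and E70. Peaks near the detection limit and stage-specific methylation cannot be told apart for these genes, since each list has no replicates.

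For gained and lost peaks, 3 of the 3 pairs of stages with a difference in expression change stayed past the threshold among genes of at least 5 TPM, which argues against low expression of the genes as the source. With the part of each list above its median fold, 0 of the 3 stayed past it. With the same number of top-ranked peaks, which also leaves out weaker peaks, E40 against E33 and E95 against E70 did not pass it, while E70 against E60 did, with a difference of 0.044. Both settings rank peaks by fold and not by the caller's p-value. They therefore do not measure how near a peak lies to the detection limit of its list. Peaks near that limit, whose detection may follow expression, stay open as an explanation for all 3 pairs. An effect of methylation on expression, or of expression on methylation, stays open and was not tested.

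DRACH was denser in peaks than in the rest of the same transcripts. Within coding sequence, the ratio lay above the interval of the reversed motif in 8 of the 8 lists, with ratios of 1.15 to 1.19 for DRACH and 0.997 to 1.08 for the reversed motif. This argues against base composition of coding sequence as the whole source. In PK15, the share of peaks in 5' UTRs was 9.09% for as many top-ranked polyA peaks as in the rRNA-depleted list, against 3.21% in that list, which argues against a different number of peaks as the source. The RNA selection and any other difference between both preparations stay open and were not tested.

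Other splits of the libraries were counted for each expression comparison, with 10 splits of 6 libraries per pair of stages, so that no share under 0.05 was possible. As deposited, 1 of the 10 splits gave as many called genes as the real one, the real one included, for E40 against E33, E60 against E50, E70 against E60, E95 against E70 and E95 against E33, and the largest other counts were 4, 2, 1, 3 and 1. For E50 against E40, 8 of the 10 did, with 10691 genes in the largest. After scaling the numbers were 1 of 10 for the same 5 comparisons and 2 of 10 for E50 against E40, with 244 genes in the other against 203. For the F test, 1 of 100 splits was as large both ways, with 902 genes in the largest other split as deposited and 1631 after scaling.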
